A study of Nakaseomyces glabratus with 3 samples. Its data were reported in "The Role of Nucleosome Positioning in the Evolution of Gene Regulation" (2010).

How the data were processed

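Total RNA from 3 cultures of strain CLIB138 and genomic DNA of the same strain were hybridized to 3 arrays of 1 slide, which was scanned in 1 run per the file headers. RNA carried Cy3 and genomic DNA carried Cy5 on every array, so a difference between the dyes cannot be told apart from a difference between RNA and DNA. Per the labels, the arrays form 1 group with replicate numbers 1, 2 and 4. An array with the number 3 was not analysed here. As all arrays share a slide and a scan, no batch could be fitted as a block.

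The authors extracted the spots with Agilent Feature Extraction, and the deposited scanner files hold the median and mean intensity of each spot and its local background, in units of the scanner. Per the file headers the version was 10.1.1.1, which is not the version given in the methods. The deposited processed intensity columns were spatially detrended and dye-normalized per the file headers, which give the methods as codes. The deposited log10 ratio column holds processed Cy5 over processed Cy3 and was not used for any value. The authors' methods describe log2 ratios of background-subtracted median signals, the median over the probes of a gene and quantile normalization over replicates. The deposited series table holds log2 ratios of RNA over genomic DNA. All of its 5268 rows were matched, within 1e-05 on all 3 arrays, by the log2 of the mean over the probes of a gene of the ratio of raw Cy3 to raw Cy5 median signals, with spots flagged as non-uniform left out. This flag covered the feature or the background in either channel, at 224, 476 and 64 gene spots on replicates 1, 2 and 4. The deposited values are therefore not background-subtracted, not centred and not quantile-normalized. Their medians were -2.55, -2.62 and -2.48 for replicates 1, 2 and 4. Rows were assigned to genes by this match of values alone, and the rules tried with background subtraction matched 0 rows.

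Gene levels were computed from the scanner files after the published methods. Control spots were left out, as were spots flagged as non-uniform features or population outliers in either channel, which were 25, 33 and 29 gene spots on replicates 1, 2 and 4. The local background median was subtracted from the feature median in both channels, and no net signal was at or below 0. The log2 of net Cy3 over net Cy5 was taken, the median over the 2 probes of a gene formed the gene value, and values were quantile-normalized over the arrays and centred on the array median. Levels of different genes were compared because the ratio to genomic DNA at the same probe is the design of the study, and differences in hybridization that this ratio does not remove stay in the values. Genes were tested against the array median with an intercept model in limma 3.58.1 (lmFit and eBayes in R 4.3.3; 2 residual and 3.38 prior degrees of freedom), two-sided, with Benjamini-Hochberg adjustment. Tested on simulated data with the spread of the 5267 real genes and 200 genes moved by known amounts, this comparison recovered 94.0% of the moved genes, and 4.08% of its calls were false. All other simulated genes lay exactly at the median, and differences between probes were not simulated. In the real data most genes lie off the median, so 4.08% is not the false share of the real calls. Other computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures used matplotlib 3.10.9.

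Variance was divided among genes, probes within genes, shifts of a gene between arrays and a remainder by a balanced analysis of the 5182 genes with complete values. Probes were aligned with each other by BLAST 2.17.0, and a probe was called similar to another gene's probe at 40 or more aligned bases with at least 85% identity. This held for 137 of all 10536 probes. Of the 5182 genes with complete values, 91 had such a probe. A probe was called a stop codon probe if its last codon was a stop with no earlier stop in that frame. This held for 18.3% of probes, against 1.90% for the reverse strand and 1.96% at interior positions. Differences between the probes of a gene were tested by 9999 random sign flips, and differences between sets of genes by 9999 permutations, two-sided, so that the smallest p-value these can give is 0.0001. The sign-flip test and the division of variance were also tested on simulated data.

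The design, the rule for named genes and most alternatives were fixed before the data were examined. The rule took the 10 genes with the highest and the 5 with the lowest mean level among genes with a value on all arrays and all probes well above background in both channels on all of them, 16 regulators by name, and the extremes of each functional gene list. None of the 5268 IDs matched the RefSeq gene table used here, which holds other locus tags. The planned Kolmogorov-Smirnov tests of functional gene lists, the contrast of cytosolic with mitochondrial ribosomal proteins and the regulators were therefore not analysed here, and only IDs at the ends of the range are printed. The IDs of the files are not paired with names. Alternatives were no background subtraction, normexp background correction with an offset of 50, Agilent processed signals, mean signals, a floor of 10 units, median centring alone, loess within arrays with a span of 0.3, a filter on dim probes, a filter on saturated probes, the mean over probes, the deposited series table, Cy3 alone, a size threshold of 1 and each replicate left out. Subtraction of the negative controls and removal of probes above 60000 units were added after the data were seen.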

Results

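RNA abundance of Candida glabrata (listed by GEO as Nakaseomyces glabratus), a budding yeast of the Hemiascomycota, was measured in strain CLIB138 with 3 two-colour Agilent arrays. On each array, total RNA from a mid-log culture in rich medium was labelled with Cy3 and hybridized together with Cy5-labelled genomic DNA of the same strain. Genomic DNA was used as the second sample so that the ratio of RNA to genomic DNA at a probe gives an estimate of the abundance of a transcript, which the study set beside nucleosome maps of the same cultures. All 3 arrays belong to 1 group and carry the replicate numbers 1, 2 and 4, so no comparison between groups of samples exists. The comparisons are between genes, between arrays, between the probes of a gene and between the channels of an array.

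Each array held 10536 gene spots, which are 2 probes of 55 bases for each of 5268 genes, and 536 listed control spots, of which 77 were negative controls. The median net Cy3 signal of the gene spots was 1547 intensity units on replicate 1, 1384 on replicate 2 and 1366 on replicate 4. The median net Cy5 signal was 9383, 8862 and 8003 on these arrays. Negative control spots had a median net Cy3 signal of 48.5, 82.5 and 48.0, so the median gene spot read 31.9, 16.8 and 28.5 times the negative controls. Cy3 was called well above background at 92.0%, 91.0% and 97.4% of the gene spots, and Cy5 at 100% on every array. For 94 genes neither probe was well above background in Cy3 on any array. Their median level was -3.85, and the background limits how far below the array median they can be placed. No gene spot was saturated in either channel by the flags in the files. The number of arrays, 3, limits the precision of every value given here.

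The first comparison was between the arrays. Across 5267 genes, the log2 ratios of replicates 1 and 2 before normalization between arrays had a Pearson r of 0.992 and a Spearman rho of 0.993. Replicates 1 and 4 had an r of 0.990 and a rho of 0.988. Replicates 2 and 4 had an r of 0.994 and a rho of 0.996 over 5268 genes. Genes are not independent replicates, so no p-value was attached to these values. The study left out replicates with an R below 0.95. If that cut was applied to these arrays, an r above it was fixed in advance. The mean r of the 3 pairs was 0.992 with an SD of 0.0021. Subtracting the negative controls in place of the local background moved it most, to 0.985.

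**Figure D1:**
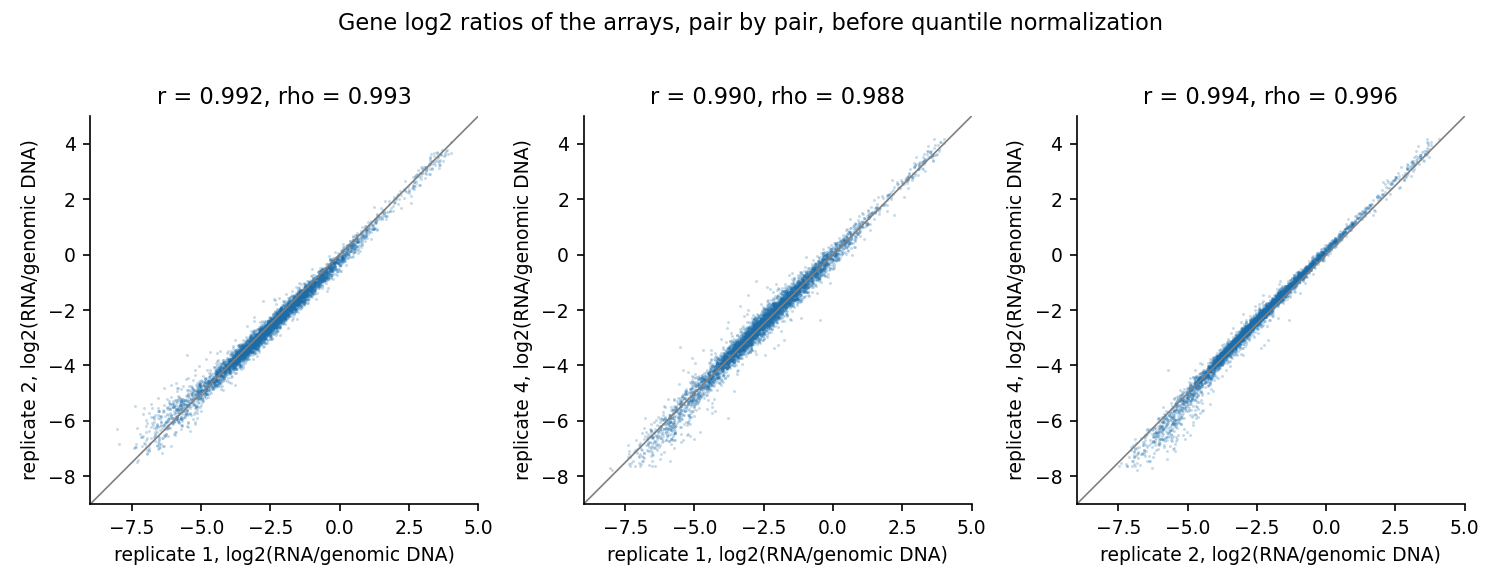
Log2 ratio of RNA to genomic DNA for each gene on one array (x axis) against another (y axis), before quantile normalization, with 1 point per gene and the line of equality in grey. The 3 pairs of arrays had Pearson r values of 0.992, 0.990 and 0.994, and the points spread most among genes with low ratios.

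The level of a gene was defined as its log2 ratio after quantile normalization, relative to the median gene of the array. The mean level over the 3 arrays ran from -3.08 at the 5th percentile to 3.09 at the 95th percentile of the 5267 genes with a value on all arrays. This range between the 5th and 95th percentile was 6.17 log2 units, or 72.0-fold. Before normalization it was 6.24 on replicate 1, 5.91 on replicate 2 and 6.43 on replicate 4, an SD of 0.27. Loess normalization within each array moved the range most, to 2.62. The median log2 ratio of RNA to genomic DNA signal before centring was -2.58, -2.65 and -2.51 on replicates 1, 2 and 4. Centring removed this offset.

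The SD of a gene between the 3 arrays had a median of 0.10 log2 units and a 95th percentile of 0.29. Between the 2 arrays left without replicate 1 the median was 0.058, and without replicates 2 and 4 it was 0.11 and 0.090. It was largest in the lowest of 10 equal groups of genes by level, where the median was 0.20, and the other groups had medians from 0.084 to 0.12. The spread between genes was therefore larger than the spread between arrays over most of the range. A total of 1439 genes (27.3%) had a mean level above 1 and 1323 genes (25.1%) had one below -1.

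**Figure D2:**
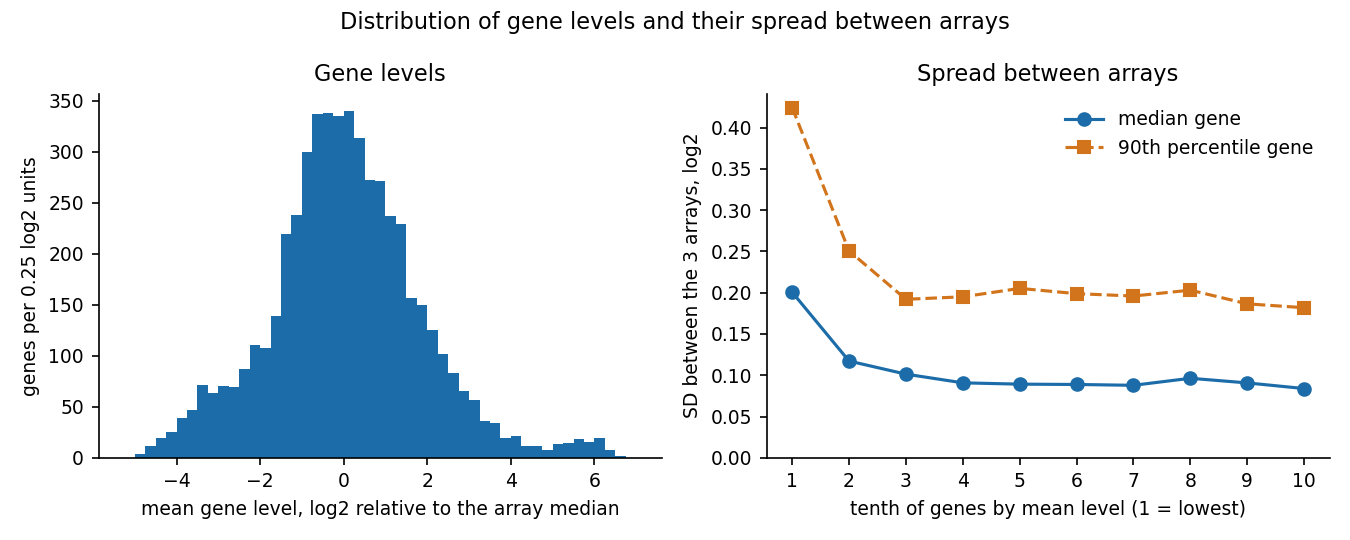
Left, number of genes by mean level over the 3 arrays in bins of 0.25 log2 units, relative to the array median. Right, SD between the 3 arrays in log2 units for the median gene and for the 90th percentile gene in each of 10 equal groups of genes by level, which falls from 0.20 in the lowest group to 0.084 in the highest for the median gene.

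Genes were next compared with the median gene of the array. With limma and Benjamini-Hochberg adjustment, 2408 of 5268 genes lay above the array median and 2414 below it at an adjusted p under 0.05, and 446 were not past this threshold. Since centring places equal numbers of genes on either side, the split between the sides carries no information, and the count shows only that the spread between arrays was small against the spread between genes. Requiring a size as well, with limma's treat test against a log2 difference of 1, left 1272 genes above and 1151 below.

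Named genes were chosen by a fixed rule among genes with all probes well above background in both channels on all arrays. The files do not pair the IDs with gene names, and 0 of 5268 IDs matched the gene table, so 1 ID at the upper end and 2 at the lower end are printed. CAGL0A03278g had the highest mean level, 6.64 ± 0.057 (SD, n = 3; limma adjusted p of 6.65e-08), which is 99.5 times the median gene. The 10 highest genes ranged from 6.28 to 6.64, and all 10 had a probe above 60000 units in Cy3, a part of the signal scale with gaps that is described below. CAGL0L00253g had the lowest mean level, -3.96 ± 0.23 (SD, n = 3; limma adjusted p of 4.96e-07), and CAGL0B05093g followed with -3.70 ± 0.27 (SD, n = 3; limma adjusted p of 9.23e-07). The SDs are of levels after quantile normalization, which sets a level by its rank on the array. CAGL0A03278g thus had the same level, 6.67, on replicates 2 and 4. The levels of CAGL0B05093g were -3.67, -3.99 and -3.45 on replicates 1, 2 and 4. Its log2 ratios before normalization, -6.24, -6.31 and -6.29, lay closer together. Its SD of 0.27 is therefore not the spread between cultures alone. The median net Cy5 signal of the probes of CAGL0L00253g was 168593, 181399 and 165531 units on replicates 1, 2 and 4, against array medians of 9383, 8862 and 8003. Its net Cy3 signal was 1828, 1892 and 1738, which is above the array medians. CAGL0B05093g likewise had a net Cy5 signal of 211228, 232080 and 222555 and a net Cy3 signal of 2851, 2962 and 2893. The Cy5 signals of both genes lay above 60000 units, in the part of the scale with gaps. In the Cy3 signal alone both genes lay above the array median, at 0.36 and 1.02.

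The 2 probes of a gene were compared as a measure of error that the arrays do not show. Over 5182 genes with both probes measured on all arrays, the absolute difference between the probes, each averaged over the arrays, had a median of 0.27 and a 90th percentile of 0.78 log2 units. It exceeded 1 in 248 genes (4.79%). Loess normalization within arrays moved the median most, to 0.47. Of the variance of the centred log2 ratios, 95.6% lay between genes, 3.15% between the probes of a gene, 0.440% in shifts of a gene between arrays and 0.863% in the remainder. The corresponding SDs were 1.82, 0.33, 0.12 and 0.17 log2 units. The difference between probes was thus larger than the difference between arrays for a typical gene. The median difference was 0.28 in the Cy3 signal alone and 0.30 in the Cy5 signal alone. Opposite changes lay behind the like medians of the ratio and of Cy3. In the 1091 genes with overlapping probes the median was 0.23 in Cy3 alone and 0.14 for the ratio, and in the 4091 others it was 0.29 and 0.31. Over all genes, the Pearson r between the 2 probes of a gene on replicates 1, 2 and 4 was 0.960, 0.962 and 0.968 for the ratio and 0.961, 0.962 and 0.968 for Cy3 alone.

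The reference channel was examined for differences between probes. The SD of log2 Cy5 over the gene probes was 0.593, 0.597 and 0.600 on replicates 1, 2 and 4, against 2.02, 1.95 and 2.05 for Cy3. Of the variance of log2 Cy5, 68.2% lay between genes and 29.6% between the probes of a gene. The Cy5 signal of a probe rose with its Cy3 signal. The median net Cy5 signal on replicate 1 was 8739 among probes with a net Cy3 signal of 300 to 1000, 11324 from 10000 to 20000, 17239 from 30000 to 60000 and 23292 above 60000. The Cy5 signal in the bin from 30000 to 60000 was 1.97, 2.01 and 2.03 times that in the bin from 300 to 1000 on replicates 1, 2 and 4. Control probes named E1A had far less Cy5 signal, and the highest median of 9 of the 10 on any array was 172 units. The brightest of them read a median of 45258, 39264 and 44752 in Cy3, and its Cy5 signal was 0.166, 0.271 and 0.0855 per 100 units of Cy3 on these arrays.

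**Figure D3:**
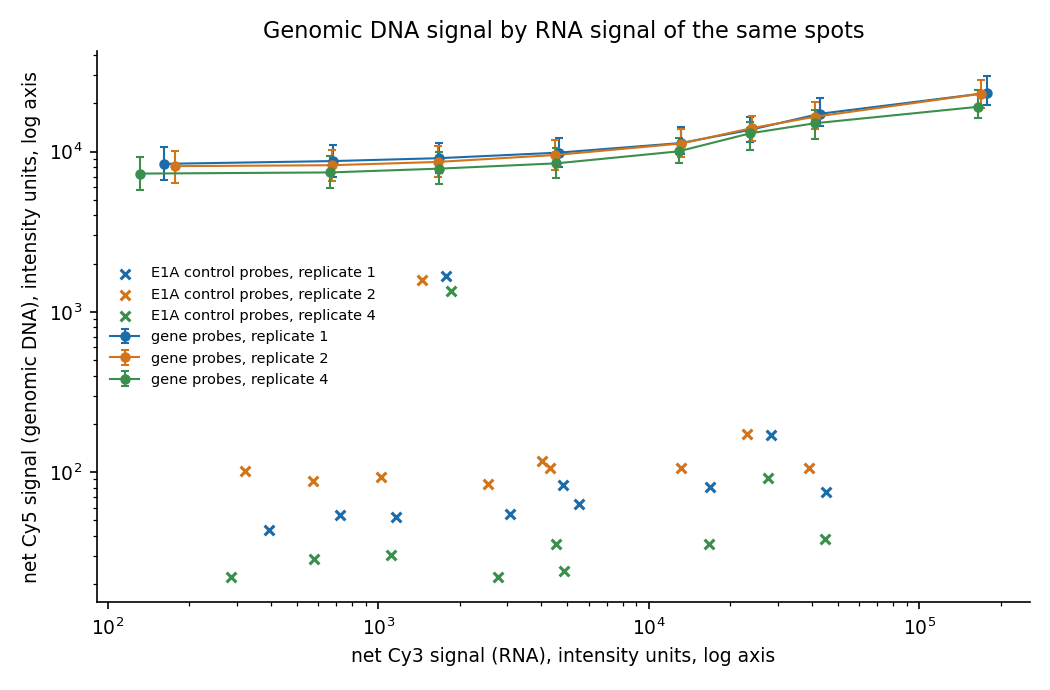
Median net Cy5 signal (genomic DNA, y axis) of gene probes in bins of net Cy3 signal (RNA, x axis), both on log axes, with bars from the 25th to the 75th percentile, and the medians of the 10 E1A control probes as crosses. Gene probes rise from 8739 to 23292 units on replicate 1 between the bin from 300 to 1000 and the bin above 60000, and the highest Cy5 median of 9 of the 10 control probes is 172 units.

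The brightest spots showed gaps in the scale of the signals. No spot on any array had a median Cy3 signal between 60000 and 70000 units, while the 3 arrays together had 62 spots from 50000 to 60000 and 23 from 70000 to 80000. The Cy5 channel also had 0 spots from 60000 to 70000 on the 3 arrays, with 22 from 50000 to 60000 and 6 from 70000 to 80000. Above this gap lay 241, 232 and 230 gene spots in Cy3 on replicates 1, 2 and 4, and 128 genes had a probe above it on some array. These included 122 of the 145 genes with a mean level above 4.

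**Figure D4:**
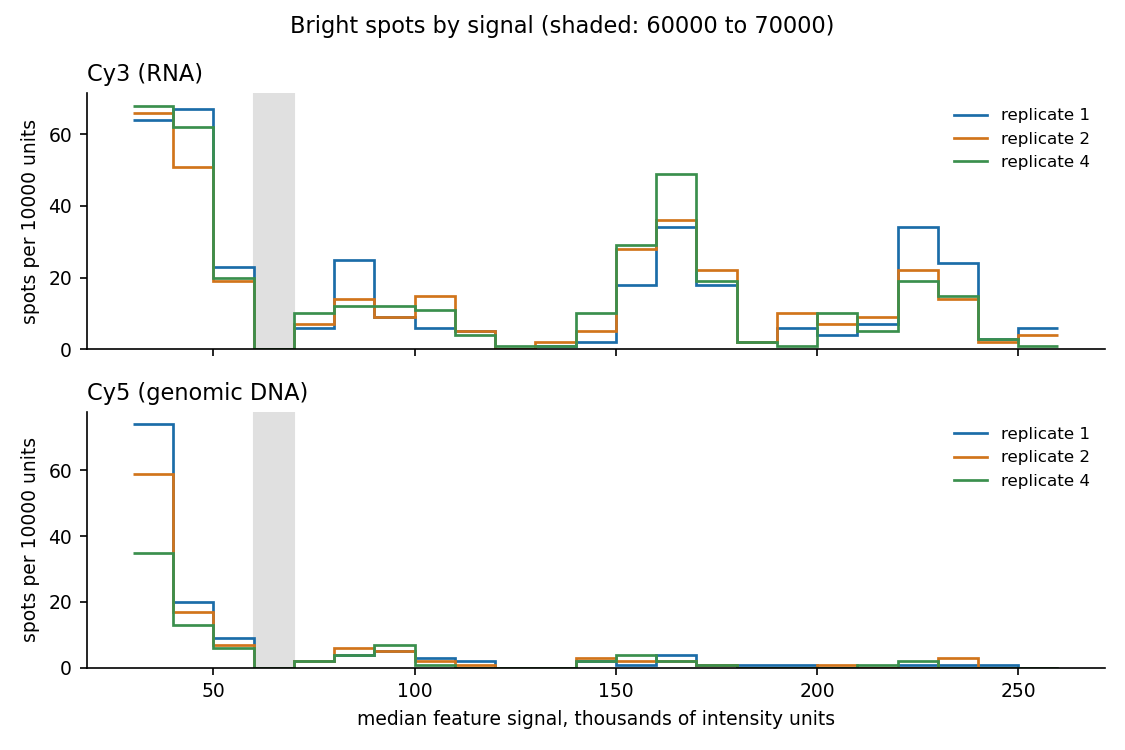
Number of spots per 10000 intensity units (y axis) by median feature signal in units of 1000 (x axis) in Cy3 (top) and Cy5 (bottom), with 1 line per array. The shaded interval from 60000 to 70000 held 0 spots on the 3 arrays in either channel.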

Values the study reported

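The study gave an R of 0.99 for most biological replicates of its expression arrays, and left out those below 0.95. For all species other than S. cerevisiae, its custom arrays were reported to carry 2 probes per target gene.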

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

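The test in this part was chosen after the result was seen. Control probes named E1A, which are listed as controls and enter no gene level, gave a Cy3 signal above the negative controls. All 10 of these probes had a median over 20 spots above the 95th percentile of the negative controls on all 3 arrays. Their medians ran from 394 to 45258 units on replicate 1, from 322 to 39264 on replicate 2 and from 286 to 44752 on replicate 4. The brightest read 29.3, 28.4 and 32.8 times the median gene spot on these arrays. If yeast RNA fully matched these probes, genomic DNA, which holds the same sequences, would be read there too. The highest Cy5 median of 9 of the 10 probes on any array was 172 units, against a 5th percentile of 5400, 5071 and 4558 for gene spots. This argues against a full match to yeast sequence as the origin of the Cy3 signal of these 9 probes. Partial binding of an abundant yeast RNA was not tested and is not excluded, since genomic DNA could then give little signal. RNA added to the Cy3 sample as a control may be the origin, as an untested hypothesis, since neither the labels nor the methods mention one. The remaining probe, a22, differed. Its Cy5 signal was 1670, 1587 and 1346 units on replicates 1, 2 and 4, and well above background at 100% of its spots on each. For a22, binding of yeast sequence stays open. Of the other 9 probes, a20 also reached 100% on replicate 4, against 25% and 20% on replicates 1 and 2. The median Cy5 signal of a20 was 171, 172 and 92 units, so the size of the Cy5 signal sets a22 apart. No biological explanation was tested, since the design has 1 group.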

How the results depend on the processing

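Subtraction of the negative controls and removal of probes above 60000 units were chosen after the data were seen, and the other alternatives before the data were examined. A floor of 10 units, removal of saturated probes and the mean over probes changed the level of 0 genes, so they say nothing about stability. No paired analysis was possible because the arrays form 1 group, and a block for the slide could not be fitted, since all arrays share 1. The gene list tests with their alternatives were not run for want of gene names, and probe agreement was not computed from the series table, which holds 1 value per gene.

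The mean correlation of the arrays, 0.992, was 0.989 with Agilent processed signals, 0.987 with loess and 0.985 with negative controls subtracted. With 1 replicate left out, the remaining pair gave 0.990 to 0.994. The range of levels between the 5th and 95th percentile, 6.17, shrank to 3.19 with processed signals and 2.62 with loess. Loess removes a trend of the ratio on the signal by construction. For processed signals the cause was not tested. The range was 5.02 with only probes well above background, which leaves out dim genes, 5.79 without probes above 60000, 6.64 in Cy3 alone and 6.79 with negative controls subtracted. Leaving out 1 replicate gave 6.07 to 6.31. The median SD of a gene between arrays, 0.10, was 0.058 without replicate 1, 0.11 without replicate 2 and 0.090 without replicate 4, and 2 arrays give an SD of low precision.

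Counts of genes past the threshold were within 1.5 times the 4822 of the report under each alternative that kept the test. They ran from 4412 of the 4831 genes with probes well above background to 4844 with normexp, with 4593 under loess, and from 4581 without replicate 2 to 4829 without replicate 1. They fell to 2423 under treat with a size of 1 (1272 above and 1151 below) and to 2536 for genes with all 3 arrays beyond 1 on one side (1335 above and 1201 below), both stricter by construction. A like count can hide different genes. Under loess 1073 genes were called on the opposite side of the median from the report, under processed signals 495, in Cy3 alone 140 and under normexp 25. Under no background subtraction, mean signals, median centring, the series table and each replicate left out, the number was 0.

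The median difference between probes, 0.27, was 0.35 with normexp, 0.45 with processed signals and 0.47 with loess. Leaving out 1 replicate gave 0.27 to 0.28. The cause of the rise was not tested. CAGL0A03278g stayed above the median with an adjusted p from limma of at most 5.27e-05 under every alternative that gave it a value, at levels from 1.08 to 7.64. Its rank rests on the processing. At 1.23 with processed signals and 1.08 with loess it lay below the 95th percentile of all genes, 1.36 and 1.19, and with normexp the ID second to it in the report read 5.99 against 5.98. CAGL0B05093g likewise read below CAGL0L00253g with processed signals (-7.21 against -6.77) and loess (-7.58 against -7.21). Removal of probes above 60000 gave no value for any of the 3 printed IDs. In Cy3 alone the 2 lowest IDs reversed, CAGL0L00253g to 0.36 and CAGL0B05093g to 1.02, so their low levels come from the Cy5 signal. Signal over background limits the lowest levels. Of 5268 genes, 586 had a spot not well above background in Cy3, and the 5th percentile of levels was -1.97 with only probes well above background, which leaves out the dimmest genes, and -3.64 with negative controls subtracted, against -3.08 in the report.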

Other observations

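The tests on the gap in the scanner scale, on the E1A probes, on the share of spots above background in replicate 4, on shared sequence as an origin of the difference between probes, and on all 4 origins of the higher Cy5 signal at probes with a high Cy3 signal were chosen after the result was seen. The other tests were written down before these results were computed. No biological explanation was tested, since the design has 1 group.

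The gap between 60000 and 70000 units is a property to look at before the highest levels are used. If genes fell into classes of RNA level, the genomic DNA channel would have spots in this interval. It had 0, with 22 spots from 50000 to 60000, which argues against classes of genes. The gap lay at the same signals on all 3 arrays and in both channels, with 23 Cy3 spots from 70000 to 80000 on its far side, although the median Cy5 signal of the arrays ranged from 8003 to 9383. A scanner scale that is stretched above 60000 units may therefore underlie the gap. The further peak of gene levels, with 53 genes from 4 to 5, 63 from 5 to 6 and 29 above 6, lies in this part of the scale, so the distance of these genes from the rest may be overstated, which was not tested. The saturation flags did not mark these spots.

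The Cy5 signal was higher at probes with a high Cy3 signal. Among probes of 40% GC the ratio of the bin from 30000 to 60000 to the bin from 300 to 1000 was 1.71, 1.73 and 1.56 on replicates 1, 2 and 4, so GC content is not the whole origin, although the upper bin held only 13, 9 and 9 such probes. Light from Cy3 read in the Cy5 channel is argued against by the brightest E1A probe, whose Cy5 signal was at most 0.271% of its Cy3 signal on any array, and by 9 of the 10 E1A probes, whose highest Cy5 median was 172 units, while gene probes gained 20.2, 20.5 and 18.9 units of Cy5 per 100 of Cy3 between the bins from 300 to 1000 and from 30000 to 60000. A signal that derives from the RNA and is read in Cy5 in proportion to it may add to the genomic DNA signal, but the test did not decide this. The gain per Cy3 unit should then be constant. Over bins from 3000 to 60000 its largest value was 1.41, 1.65 and 1.41 times its smallest on replicates 1, 2 and 4. On replicate 2 this lay between the mark of 1.5 for a constant gain and that of 2 against it. The gain per 100 units of Cy3 was largest in the bin from 3000 to 10000, at 28.4, 33.9 and 26.6. It did not fall steadily from there. From 10000 to 20000 it was 20.8, 24.1 and 21.5, and from 20000 to 30000 it was higher, at 21.5, 24.8 and 24.3. From 30000 to 60000 it was 20.2, 20.5 and 18.9. The lower end of 3000 was also set after the bins were seen. With the bin from 1000 to 3000 the largest gain was 1.85, 1.96 and 2.17 times the smallest, past the mark against a constant gain on replicate 4 alone. Above 60000, where the scale has gaps, the gain was 8.19, 8.77 and 7.11. These spots were left out of the test after this lower gain was seen. Related gene copies stay open. The ratio was at least 1.88 among probes with no similar probe for another gene, but copies probed at another position are not seen by that search.

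GC content went with the genomic DNA signal in general. Across probes, which are not independent replicates, the Spearman rho of GC and Cy5 was 0.529, 0.524 and 0.531 on replicates 1, 2 and 4, and that of GC and the ratio was 0.00042, 0.0050 and 0.015. A dependence of hybridization or labelling on GC may explain part of the differences in Cy5. Of 536 probes at more than 2 times the median Cy5 signal, 15.5% had a similar probe for another gene, against 0.545% of the other probes. Whether shared sequence raised the rest could not be decided, since only probes on the array were searched.

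The tests of GC and low signal as origins of the difference between the probes of a gene were fixed in advance, with a fall of 25% in the median as the mark of a main origin. Removing the trend on GC left the median at 0.26, a fall of 2.24%. Among the 1745 genes whose probes were both at least 10 times the 95th percentile of the negative controls, the median was 0.23. This fall of 14.6% met neither the mark of 25% nor that of under 10% set for no effect, so low signal may add to the difference but is not the whole origin. Shared sequence stays open. Only 91 of 5182 genes had a similar probe for another gene, and in these the median was lower, at 0.17, while the 90th percentile was higher, at 0.85 against 0.78 in the other genes. The 5091 other genes had a median of 0.27, so the difference is as large without a similar probe on the array, but leaving out so few genes moves the median little (-0.853% as a fall) and sequence off the array was not searched. Position along the gene stays open. The 1091 genes with overlapping probes had a median of 0.14, against 0.31 for the others. Genes with neither or both probes ending in a stop codon had 0.27 and genes with exactly 1 had 0.26, but the distance of the other probes from the 3′ end is not known.

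A direction was present where exactly 1 probe ended in a stop codon. In 1841 such genes the stop codon probe read higher by a median of 0.14 log2 units (higher in 65.2% of genes; sign-flip permutation p of 0.0001, the smallest these can give, 0.00017 after Benjamini-Hochberg adjustment over 20 tests). The median was 0.14, 0.13 and 0.15 on replicates 1, 2 and 4. With the GC trend removed it was 0.13 at the same p-values, which argues against GC. In Cy3 alone it was 0.12 at the same p-values, so genomic DNA signal is not the whole origin, although Cy5 was lower at the stop codon probe by a median of -0.050. In 207 genes with overlapping probes it was -0.010 (permutation p of 0.569, adjusted 0.759). Lower labelling of the RNA away from its 3′ end may explain this, and broken RNA and primer choice were not separated. Overlapping probes also share 20 or more bases, so an origin in probe sequence would shrink there too. The small shift at overlapping probes thus does not favour labelling over probe sequence. This shift of 0.14 is a signed median, in which differences of opposite sign cancel. It cannot be ranked against the median absolute difference between probes, 0.26 in the same genes.

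Genes at the ends of the ID series had lower levels. IDs carry a letter from A to M and a number, and the number of genes per letter followed the number of protein-coding genes per chromosome in the RefSeq table (r of 0.999 over 13 letters), so the order of IDs was taken as the order on chromosomes without a further check. The 260 genes with the first or last 10 IDs of a letter had a median level 0.36 below the other 5000, as -0.35 against 0.0097 (permutation p of 0.0024, adjusted 0.0096 over 16 tests), and were lower on 3 of 3 arrays. The permutation treats genes as independent. End genes are neighbours in ID order, and neighbours had slightly similar levels, as given below. The permutation p-values of this comparison may therefore be too small. Removing the trend on GC gave a difference of -0.39 (permutation p of 0.0015, adjusted 0.0096), which argues against GC. In Cy3 alone the difference was -0.17 (permutation p of 0.170, adjusted 0.301). Without the genes that have a similar probe for another gene it was -0.13 (permutation p of 0.341, adjusted 0.466). The 31 end genes left out by this had a median level of -2.09, with -0.90 in Cy3 and 1.03 in Cy5. The 61 other genes with a similar probe had a like rise in Cy5, 1.22, but a median level of 2.91 and 4.27 in Cy3, so shared sequence alone does not give a low level. Repeated sequence that raises the genomic DNA signal may account for part of the difference, but it cannot be told apart from a low RNA level of these same genes.

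Neighbours in ID order had slightly similar levels. The Pearson r over 5247 adjacent pairs was 0.058 (permutation p of 0.0001, the smallest possible, 0.00013 after adjustment over 5 tests), and for Cy5 it was 0.165 at the same p-values. For the GC content of the probes, which went with Cy5, it was 0.197, so the value for Cy5 cannot be told apart from one of GC. With the GC trend removed, the r for the level was still 0.058.

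Replicate 4 had the most gene spots well above background. More RNA signal is argued against by its median net Cy3 signal of 1366, the lowest of the 3 arrays. Its negative controls had the lowest 95th percentile, 59.2 units against 132 and 191 on replicates 1 and 2.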
